# Genome-wide identification of accessible chromatin regions in bumblebee by ATAC-seq

**DOI:** 10.1038/s41597-020-00713-w

**Published:** 2020-10-26

**Authors:** Xiaomeng Zhao, Long Su, Weilin Xu, Sarah Schaack, Cheng Sun

**Keywords:** Entomology, Gene regulation, Chromatin, Sequencing

## Abstract

Bumblebees (Hymenoptera: Apidae) are important pollinating insects that play pivotal roles in crop production and natural ecosystem services. Although protein-coding genes in bumblebees have been extensively annotated, regulatory sequences of the genome, such as promoters and enhancers, have been poorly annotated. To achieve a comprehensive profile of accessible chromatin regions and provide clues for all possible regulatory elements in the bumblebee genome, we performed ATAC-seq (Assay for Transposase-Accessible Chromatin with high-throughput sequencing) on *Bombus terrestris* samples derived from four developmental stages: egg, larva, pupa, and adult, respectively. The ATAC-seq reads were mapped to the *B. terrestris* reference genome, and its accessible chromatin regions were identified and characterized using bioinformatic methods. We identified 36,390 chromatin accessible regions in total, including both shared and stage-specific chromatin accessible signals. Our study will provide an important resource, not only for uncovering regulatory elements in the bumblebee genome, but also for expanding our understanding of bumblebee biology throughout development.

## Abstract (summary)

**Table:** 

Measurement(s)	open_chromatin_region
Technology Type(s)	ATAC-seq
Factor Type(s)	developmental stage
Sample Characteristic - Organism	Bombus terrestris

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.13047905

## Background & Summary

Bumblebees (Hymenoptera: Apidae) are important pollinating insects that play pivotal roles in crop production and natural ecosystem services^1,2^. They were well known as excellent pollinators of greenhouse tomato crops, decreasing the cost of labour and improving the yield and quality of fruit^1,3^. Now, their usage has been expanded to other crops, including those grown in poly-tunnels and open fields^4^. Also, bumblebees are ecologically important pollinators, with a large number of wild plants being pollinated predominantly or exclusively by bumblebees^1,5^. Because they are holometabolous insects that undergo four developmental stages (egg, larva, pupa, adult), they are also useful models to study mechanisms underlying developmental signalling and plasticity^6^. Regulatory elements play a major role in controlling the temporal and spatial expression of genes, through which they control the development and physiology of an organism^7^. To date, the protein-coding sequences of bumblebees have been extensively annotated^8,9^. However, regulatory elements, such as promoters, enhancers, and silencers, have been poorly annotated in the bumblebee genome.

ATAC-seq (Assay for Transposase-Accessible Chromatin with high-throughput sequencing) is a fast and highly-sensitive method that can determine accessible chromatin regions across the genome^10,11^, from which regulatory sequences can be inferred genome-wide. This technique not only requires less starting material, but also produces more precise results than previous approaches^12,13^. Furthermore, ATAC-seq can detect chromatin accessibility using whole animal preparations (containing mixtures of tissues or organs) with high sensitivity^14^.

In this study, we used ATAC-seq to perform a genome-wide survey of accessible chromatin regions in *Bombus terrestris*, the most widely used commercial bumblebee species globally^3^. To achieve a comprehensive profile of open chromatin regions and provide clues for all possible regulatory elements in the bumblebee genome, we generated eight chromatin accessibility datasets for *B. terrestris* samples derived from its four developmental stages: egg, larva, pupa, and adult, respectively, with two biological replicates for each stage (Fig. 1a). In this experiment, we used whole animals, containing multiple cell types, for ATAC-seq. Therefore, our approach generates an atlas of open chromatin in each developmental stage, which does not necessarily mean that the focal chromatin region is open in each cell type. 

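Whole animals of *B. terrestris*, the buff-tailed bumblebee, were sampled as egg, larva, pupa and adult worker, with 2 samples per stage and 8 samples in all. An adult sample was a single worker, while a sample of another stage was pooled tissue of about the same volume, so that the replicates of the egg, larva and pupa are pools. In ATAC-seq, a transposase cuts accessible DNA and attaches sequencing adaptors to the cut ends, and places with many cut ends are read as open chromatin. Table 1 of the paper gives 108085350 to 108104322 raw reads per sample, which were thus sequenced to nearly the same depth. The mapped reads in that table differed more, with 88127516 and 81946129 for egg replicates 1 and 2, 68377504 and 97600443 for the larva, 86046510 and 93595048 for the pupa, and 65330095 and 87663901 for the adult. As a share of the clean reads, this was between 60.5% in adult replicate 1 and 90.6% in larva replicate 2.

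The authors filtered the 50 bp paired-end reads with SOAPnuke and aligned them with Bowtie2 to the Bter_1.0 assembly, keeping up to 200 alignments per read. They called peaks with MACS2 in each sample separately, so the peak lists of the 2 replicates of a stage were made independently. Each deposited list gives intervals on Bter_1.0 contigs, the summits inside them and, for each summit, the fold enrichment over the local background, −log10 (P value) and −log10 (q value). These are the authors' own values, not normalized between samples, and they were used here to describe, rank or filter the peaks of a list. The lists hold no reads, so the depth above is the paper's. From the lists, the peaks of each sample were counted, overlapping peaks of the 2 replicates were joined and put through an irreproducible discovery rate (IDR) model, and the peak sets of the samples and stages were compared by overlap. Choices that change the numbers are the threshold on the scores, the value given to a joined region before ranking, what counts as present in another stage, and the inclusion of peaks on contigs that Bter_1.0 does not place on any of its 18 chromosomes.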

Our integrative ATAC-seq bioinformatic analysis workflow is shown in Fig. 1b. The accessible chromatin regions identified by this study will provide important resources for uncovering promoters, enhancers and other regulatory elements in the bumblebee genome. 

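Peaks of the 2 replicates of a stage that overlapped by at least 1 bp were joined, and a joined region took the best −log10 (P value) of each replicate. In the egg, 20435 regions held a peak in both replicates, and 7109 of them passed a global IDR of 0.05. The larva had 10297 such regions, of which 5342 passed. For the pupa, 15631 of 27258 regions passed, and for the adult 13946 of 22904. Each of these numbers comes from a single pair of samples and has no replicate error. The egg had more passing regions than the larva, and both had fewer than the pupa and the adult, in every setting that was run. The order of pupa and adult was less stable. With the lowest −log10 (P value) in a region in place of the best, the setting that moved the numbers of egg, pupa and adult most, the pupa had 7773 passing regions and the adult 9121. At an IDR of 0.01 the pupa had 10335 and the adult 10930.

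The passing regions covered 5.11 Mb in the egg, 3.70 Mb in the larva, 10.4 Mb in the pupa and 8.70 Mb in the adult, with median widths of 650.0, 626, 596 and 551 bp. Contigs without a place on a chromosome held 37.4% of the passing regions of the egg, 54.2% of those of the larva, 21.0% of those of the pupa and 27.6% of those of the adult. The model also passed a few regions that ranked in the lowest 10% in both replicates, 9 in the egg, 28 in the larva, 7 in the pupa and 59 in the adult. The paper keeps the peaks that pass the IDR threshold as reproducible between replicates and states that they will serve to uncover promoters, enhancers and other regulatory elements.

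**Figure D1:**
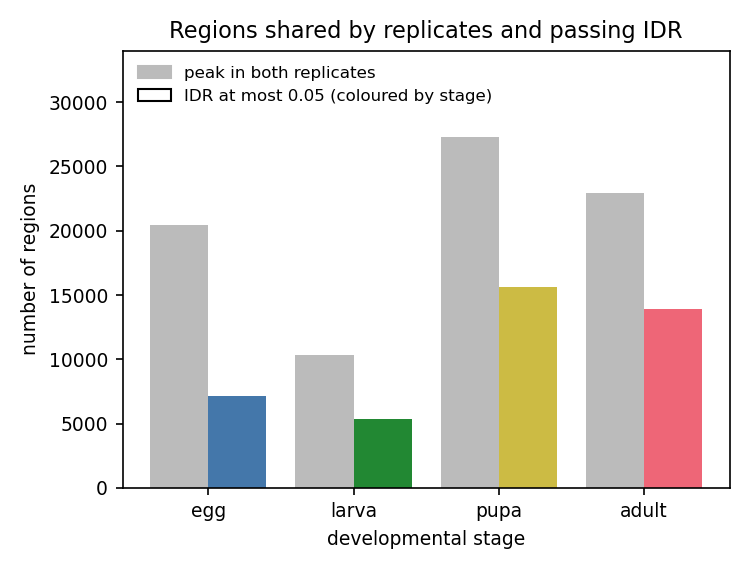
Number of regions with a peak in both replicates (grey bars) and number of those with a global IDR of at most 0.05 (coloured bars) for each developmental stage. The passing regions number 7109 in the egg, 5342 in the larva, 15631 in the pupa and 13946 in the adult, from 1 pair of samples each, without error bars.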

A total of 5,694, 4,850, 13,126 and 12,720 chromatin accessible regions were identified for developmental stage of egg, larva, pupa, and adult, respectively (Table 1).

**Fig. 1:**
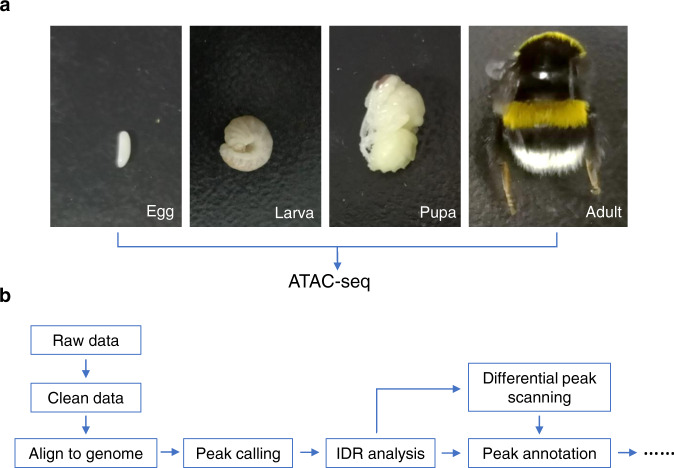
An overview of study design and data analysis workflow. (**a**) The four developmental stages of bumblebee used for ATAC-seq. (**b**) The analysis workflow of ATAC-seq data.

**Table 1:** The summary of ATAC-seq, read mapping and peak calling results.

Developmental stage	Sample ID	Raw reads	Clean reads	Mapped reads	Candidate peaks	IDR peaks	Accession #
Egg	E1	108,102,554	107,917,012	88,127,516	33,612	5,694	GSM4592423
	E2	108,096,978	107,593,940	81,946,129	30,268		GSM4592424
Larva	L1	108,104,322	107,689,026	68,377,504	17,073	4,850	GSM4592421
	L2	108,085,350	107,755,740	97,600,443	12,331		GSM4592422
Pupa	P1	108,103,224	107,529,074	86,046,510	33,149	13,126	GSM4592419
	P2	108,099,388	107,345,156	93,595,048	37,502		GSM4592420
Adult	A1	108,101,410	107,911,474	65,330,095	27,135	12,720	GSM4592417
	A2	108,096,400	107,671,438	87,663,901	31,548		GSM4592418

*IDR peaks: peaks passing IDR cutoff of 0.05.

To understand the position of accessible chromatin regions relative to their nearest gene, we compared the coordinates of ATAC-seq peaks with that of *B. terrestris* protein-coding genes. Using this approach, if we consider 2 kb upstream of TSS putative promoter regions, at least 35% of accessible chromatin regions are located in promoter regions. Open chromatin regions could also be found in exons, introns, and distal intergenic regions (Fig. 3b–e). Enhancers could be found far from their target genes or even within exons and introns^15,16^, thus the identified open chromatin in such regions represents the best candidates for enhancers in the bumblebee genome. In addition, the information obtained will expand our understanding of bumblebee biology, generally, and facilitate the cloning of bumblebee genes that control important traits.

The accessibility of regulatory elements is crucial and strongly associated with gene transcriptional activity, which reveals real-time gene expression during developmental and physiological processes^17^. Differences in accessible chromatin signals among different developmental stages could lay the foundation for further metamorphosis research. 

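When the passing regions of the 4 stages were joined where they overlapped by at least 1 bp, 20363 regions resulted. Of these, 9567 (47.0%) passed in 1 stage, 4191 (20.6%) in 2 stages, 2685 (13.2%) in 3 stages and 3920 (19.3%) in all 4 stages. The regions of 1 stage were distributed unevenly, with 142 in the egg, 306 in the larva, 5648 in the pupa and 3471 in the adult. They made up 2.01% of the joined regions of the egg, 5.79% of those of the larva, 36.3% of those of the pupa and 25.2% of those of the adult. With the same number of top regions in every stage (5342), 2929 of 8560 joined regions belonged to 1 stage. Most regions of 1 stage also overlapped a candidate peak of another stage that had not passed there, and counting such peaks, the setting that moved the result most, left 1535 regions of 1 stage. There is 1 set of regions per stage, so these numbers have no replicate error.

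No candidate peak of any other stage overlapped 6 passing regions of the egg, 1 of the larva, 1060 of the pupa and 468 of the adult. From each set, the 2 regions with the highest fold enrichment in the weaker replicate are given with their Bter_1.0 coordinates. Their nearest genes were not analysed here. In the pupa, these were NC_015773.1 from 6583755 to 6584629, with a fold enrichment of 8.02 in replicate 1 and 8.48 in replicate 2, and NC_015764.1 from 13085938 to 13086605, with 8.74 and 7.04. For the adult, they were NC_015767.1 from 6111808 to 6112596, with a fold enrichment of 6.37 and 5.53, and NW_003565639.1 from 26728 to 27247, with 5.68 and 5.67, on a contig that is not placed on a chromosome. Both egg regions lay on unplaced contigs, NW_003570554.1 from 249 to 542, with a fold enrichment of 6.96 and 6.44, and NW_003569738.1 from 1 to 271, with 11.7 and 5.75, which starts at the first base of its contig. The single larval region, NC_015764.1 from 7338907 to 7339298, had a fold enrichment of 2.38 and 2.62, and its −log10 (P value) of 3.77 and 3.74 ranked in the lowest 10% of the shared larval regions in both replicates.

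Of all joined candidate peaks, 7936 had a peak in all 8 samples. By the lowest fold enrichment over the 8 lists, the first 2 were NW_003568105.1 from 1 to 573, where it ran from 17.9 to 19.7, and NW_003570536.1 from 1 to 551, where it ran from 17.7 to 24.0. Both start at the first base of an unplaced contig.

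**Figure D2:**
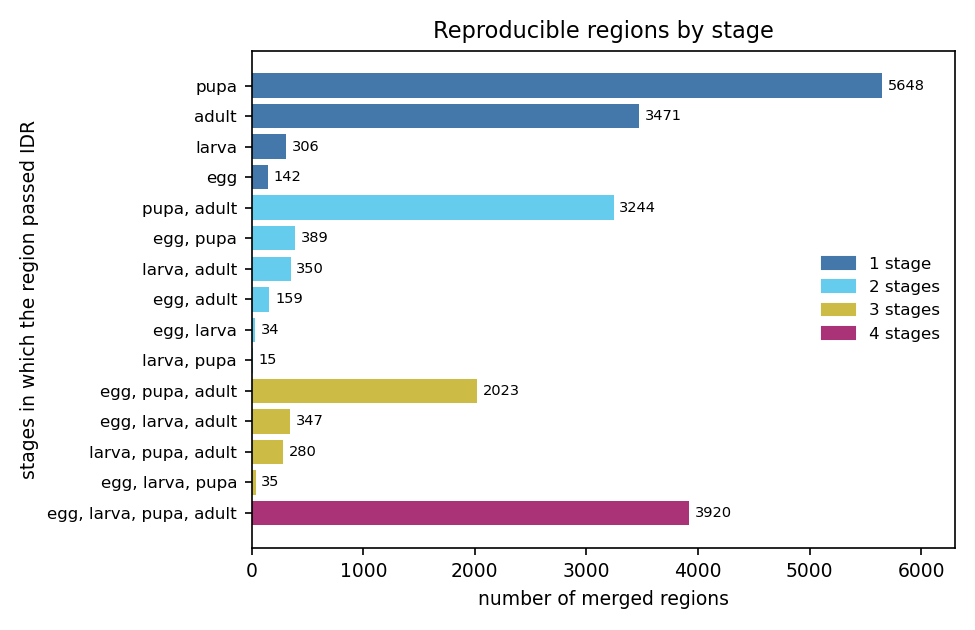
Number of joined regions (horizontal axis) for each combination of stages in which a region passed IDR (vertical axis), coloured by the number of stages. Regions of the pupa alone (5648), of all 4 stages (3920) and of the adult alone (3471) are the most frequent.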

We deposited the identified differential ATAC-seq peaks between developmental stages in Figshare^18^.

## Methods

### Sample collection

Commercial *B. terrestris* colonies were bought from Koppert China (http://www.koppert.cn). Worker bee samples were collected from each of the four developmental stages: egg, larva, pupa, and adult, respectively, with two biological replicates for each stage (as listed in Table 1). Each sample was comprised of either an individual adult worker bee or pooled tissue of another developmental stage (egg, whole larva or whole pupa) equivalent to the volume of an adult worker bee. The eggs we collected were straight and smooth; all larvae had a C-shape curve; pupae had visible compound eye pigmentation and clear head-thorax-abdomen segmentation, but their wings were not developed yet; adult bees were bright with dense hair, and could flap their wings (Fig. 1a). All samples were frozen in liquid nitrogen after collection.

### ATAC-seq protocol

ATAC-seq was performed by BGI-Shenzhen (https://en.genomics.cn), following previously published protocols^10,11^. Briefly, about 50,000 intact and homogenous cells were harvested and counted for each developmental stage, which were then centrifuged for 5 min at 500 × g, 4 °C. After discarding supernatant, the pellet was gently re-suspended with 50 µL of cold 1x PBS buffer, followed by 5 min of centrifuging at 500 × g, 4 °C. After removing supernatant, the pellet was gently pipetted and resuspended in 50 µL of cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) to release nuclei. After lysis, the suspension was spun at 500 × g for 10 minutes, 4 °C. After centrifugation, the pellet was immediately resuspended in the transposase reaction mix (25 μL 2x TD buffer, 2.5 μL Transposase (Illumina) and 22.5 μL of nuclease free water. The purified products were amplified in a 50 µL of reaction mixture containing the purified transposed DNA, 1x NEBnext High-Fidelity PCR master mix and 1.25 μM of custom Nextera PCR primers, with the following PCR program: (1) 72 °C, 5 minutes; (2) 98 °C, 30 seconds; (3) 98 °C, 10 seconds; (4) 63 °C, 30 seconds; (5) 72 °C, 1 minute; (6) Repeat steps 3–5 for 4 times; (7) Hold at 4 °C. After amplification, the PCR products obtained were purified by Qiagen MinElute PCR Purification Kit, with the purified PCR products being eluted in 20 µL Elution Buffer (10 mM Tris Buffer, pH 8). Next, the purified PCR products were used to produce single-strand DNA circles, from which DNA nanoballs were generated by rolling circle replication as previously described^19^. Finally, the DNA nanoballs were sequenced on the BGISEQ-500 sequencing platform, generating paired-end reads with a read length of 50 bp.

### ATAC-seq data analysis

Raw reads were filtered first to remove low-quality reads and adaptor sequences by SOAPnuke^20^. Clean reads were mapped to the reference genome of *B. terrestris* (GenBank: GCF_000214255.1) using Bowtie2^21^. The fragment length distribution of ATAC-seq was determined by the “fragSizeDist” function of R package ATACseqQC (Version: 1.12.3)^22^. The read coverages for genomic regions were computed and genome-wide similarities were assessed between the two replicates of the same developmental stage using deepTools^23^, with “multiBamSummary” and “plotCorrelation” function. We used MACS2 to call peaks (open chromatin regions) with parameters as reported previously^14,24,25^. The Irreproducible Discovery Rate (IDR) analysis was used to evaluate the reproducibility of high-throughput experiments by measuring consistency between the two biological replicates of the same developmental stage^26^. Peaks passing the suggested threshold (IDR < = 0.05) were reproducible peaks between the two replicates, which were retained for further analyses. The frequencies of peaks around transcription start sites (TSSs) were plotted by the “plotAvgProf” function of R package Chipseeker (Version: 1.24.0)^27^ based on *B. terretris* genome annotation file (Bter_1.0.46.gff3.gz on http://metazoa.ensembl.org/Bombus_terrestris/Info/Index). DEseq2 was employed to identify differential peaks between developmental stages using R package DiffBind (Version: 2.16.0)^28^. Peaks with FDR < 0.05 were treated as differential peaks between each two developmental stages. To retrieve the nearest genes around reproducible peaks of each developmental stage and differential peaks between different developmental stages, the coordinates of peaks were compared with the annotation of *B. terrestris* genome with the following priority order: promoter (−2kb, TSS), 5′UTR, 3′UTR, exon, intron, downstream (TES, 3 kb) and distal intergenic region. The distribution of accessible regions was plotted in pie charts by ChIPseeker^27^.

## Data Records

Accession numbers are listed in Table 1. All ATAC-seq reads and peak files have been submitted to the NCBI Gene Expression Omnibus (NCBI GEO)^29^, which are accessible through GEO Series accession number GSE151858^30^. The sequencing data for every developmental stage (in fastq format) have been linked to the Sequence Read Archive of NCBI under the accession number SRP266094^31^. Reproducible peaks of each developmental stage, as well as differential peaks between developmental stages, have been deposited in Figshare^18^.

## Technical Validation

Raw reads of ATAC-seq data were first filtered to remove adaptor sequences, contamination and low-quality reads. Clean reads were mapped to the reference genome of *B. terrestris* (Table 1). Based on the mapping results, we inferred the fragment size distribution. As expected, while a majority of fragments were shorter than one nucleosome length (approximately 150 bp), there were also significant number of fragments longer than this length and displayed periodicity (Fig. 2a,b; figures in Figshare^18^). Pearson correlation analysis was used to calculate and visualize pairwise correlation values between the two replicates of the same developmental stage, and results showed that correlation coefficients of each group were all greater than 0.95 (Fig. 2c; figure in Figshare^18^). Peaks (potential accessible chromatin regions) were called by MACS2 for each replicate of the four developmental stages. 

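The 8 peak lists held between 15466 and 46537 summits, in 12331 to 37502 distinct intervals. The 2 egg samples had 38278 and 36832 summits, the larval samples 20678 and 15466, the pupal samples 39953 and 46537, and the adult samples 32428 and 39106. The stage means were 37555 ± 1022 (SD, n = 2) for the egg, 18072 ± 3685 (SD, n = 2) for the larva, 43245 ± 4656 (SD, n = 2) for the pupa and 35767 ± 4722 (SD, n = 2) for the adult. Both larval lists were shorter than the list of every other sample, by more than the spread between replicates. The egg and adult means differed by less than the SD of the adult, and with 2 samples per stage no test was run between stages. Keeping only peaks with −log10 (P value) above 20 moved these means most, to 12875.5 in the egg, 5374 in the larva, 15578.5 in the pupa and 11925 in the adult.

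An interval held more than 1 summit in 11.9% of cases in egg replicate 1 and in 20.5% in larva replicate 2, with the other samples in between. Intervals were at least 200 bp wide, the length to which each cut site was extended, and their median width lay between 339 bp in egg replicate 1 and 390.0 bp in larva replicate 2. Together they covered 13.6 and 13.4 Mb in the egg samples, 7.45 and 5.69 Mb in the larval samples, 14.7 and 17.5 Mb in the pupal samples, and 11.5 and 14.2 Mb in the adult samples. The median fold enrichment of the summits, taken within each list, ran from 2.76 to 4.28.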

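Among the candidate peaks of a sample, the share with −log10 (P value) above 20 was between 26.6% and 37.9%. It was 31.6% (95% Clopper-Pearson interval 31.1% to 32.0%) in egg replicate 1 and 37.1% (36.6% to 37.6%) in egg replicate 2. The larval samples had 32.1% (31.5% to 32.8%) and 26.6% (25.9% to 27.3%). For the pupal samples the shares were 33.9% (33.4% to 34.3%) and 37.9% (37.4% to 38.3%), and for the adult samples 32.8% (32.3% to 33.4%) and 33.8% (33.3% to 34.2%). The intervals cover counting error only, and in the egg, larva and pupa the replicates lay farther apart than their intervals. By stage, the mean was 34.3% ± 3.94 (SD, n = 2) in the egg, 29.3% ± 3.92 (SD, n = 2) in the larva, 35.9% ± 2.85 (SD, n = 2) in the pupa and 33.3% ± 0.649 (SD, n = 2) in the adult. The median −log10 (P value) of a list lay between 10.3 and 14.2, and between 35.8% and 48.5% of a list's peaks had a value below 10. Counting each distinct interval once, at its best summit, gave shares between 25.5% and 39.7%. With the peaks of the placed chromosomes alone, a setting chosen after the data were seen, the share fell furthest in the larva, to 14.9%.

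**Figure D3:**
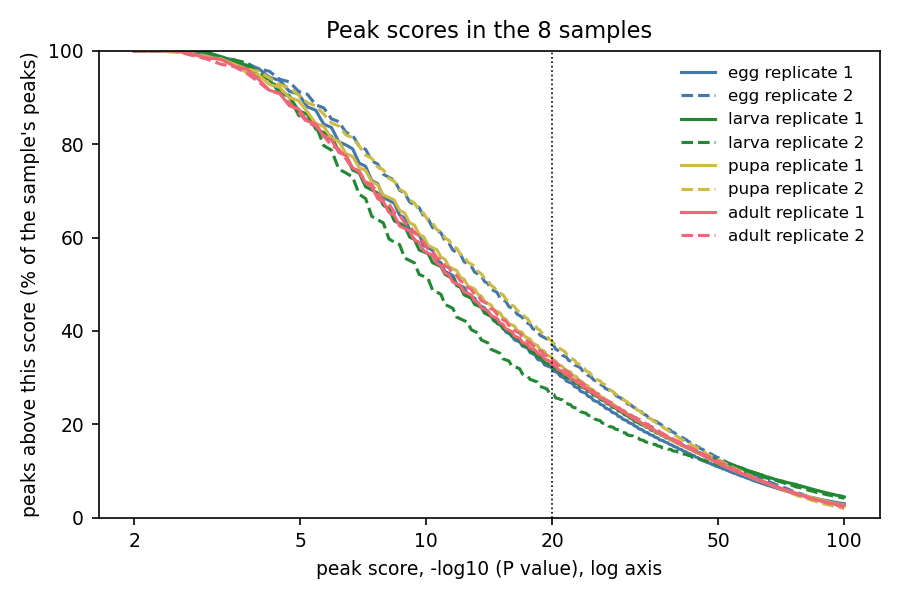
Share of each sample's candidate peaks (vertical axis, %) with a peak score above the value on the horizontal axis (−log10 (P value), log axis), with solid lines for replicate 1, dashed lines for replicate 2 and a dotted line at 20. At that line the 8 samples sit between 26.6% and 37.9%, with larva replicate 2 lowest and pupa replicate 2 highest.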

Most peaks are with peak score (−log10 (P value)) > 20 (Fig. 2e,f; figure in Figshare^18^), indicating the high reliability of peak calling. IDR method was applied to find reproducible peaks between replicates of the same developmental stage (Table 1; Fig. 2d; figure in Figshare^18^), and on average, 45% of peaks could pass the threshold (IDR < = 0.05) for each developmental stage. 

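As a share of the regions with a peak in both replicates, 34.8% (95% Clopper-Pearson interval 34.1% to 35.4%) passed in the egg, 51.9% (50.9% to 52.8%) in the larva, 57.3% (56.8% to 57.9%) in the pupa and 60.9% (60.3% to 61.5%) in the adult. The mean over the stages was 51.2% ± 11.6 (SD, n = 4 stages). The egg share lay below the other shares by more than the counting error, but each stage has 1 pair of replicates, so the difference could not be set against a spread between pairs. The ranks of the 2 replicates over these regions had a Spearman correlation of 0.648 in the egg, 0.845 in the larva, 0.766 in the pupa and 0.873 in the adult, where the regions of a genome are not independent replicates. With placed chromosomes alone, a setting chosen after the data were seen, the larva came below the pupa. The correlations were then 0.584 in the egg, 0.727 in the larva, 0.796 in the pupa and 0.853 in the adult. Of the intervals of egg replicates 1 and 2, 62.5% and 68.4% overlapped an interval of the other replicate. These shares were 61.4% and 85.6% for the larva, 84.6% and 73.5% for the pupa, and 87.0% and 73.3% for the adult. Among the passing regions, the median −log10 (P value) was 49.0 and 53.7 in the egg replicates, 38.9 and 23.2 in the larval ones, 27.9 and 36.4 in the pupal ones, and 26.0 and 31.7 in the adult ones. Divided by the mean number of candidate peaks of the 2 replicates, counted as summits, in place of the regions found in both, the passing regions came to 30.9% on average. Of the settings run, this moved the share most, and the lowest −log10 (P value) in a region gave nearly the same, 31.1%. Intervals with several summits count more than once in that denominator, so dividing by distinct intervals, which was not done, would give a higher share.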

The intensity of ATAC-seq signal corresponds to the level of chromatin accessibility and can be used to identify poised and active regulatory regions genome-wide. We plotted chromatin accessible signals around genes for each developmental stage (using reproducible peaks for each stage), and as expected, the regions around transcription start sites were enriched for these signals (Fig. 3a). Open chromatin regions could also be found in exons, introns, and distal intergenic regions (Fig. 3b–e), therefore, except for protomers, our ATAC-seq dataset could also be used to identify other types of regulatory elements in bumblebee genome^32^. 

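The candidate peaks of the samples were compared by their Jaccard index, the number of base pairs covered in both samples over the number covered in either. The index was 0.476 for the 2 egg samples, 0.579 for the 2 larval samples, 0.609 for the 2 pupal samples and 0.630 for the 2 adult samples, with a mean of 0.574 ± 0.0683 (SD, n = 4 pairs). Between samples of different stages the mean was 0.401 ± 0.0660 (SD, n = 24 pairs), and it ran from 0.235 for larva replicate 2 with pupa replicate 2 to 0.494 for egg replicate 2 with adult replicate 2. The difference between the 2 means was 0.172. None of the other ways to put the 8 samples into 4 pairs gave a difference as large (exact permutation test over all pairings, one-sided, p = 0.00952, the smallest p that this design allows). The egg pair was the exception among the stages, since 3 of the 24 pairs of different stages had a higher index than its own. With the 12331 intervals of highest −log10 (P value) in every sample, which takes away the effect of list length and moved the result most, the difference was 0.126, with the same exact p. The differential test itself needs the reads under each peak and was not analysed here.

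**Figure D4:**
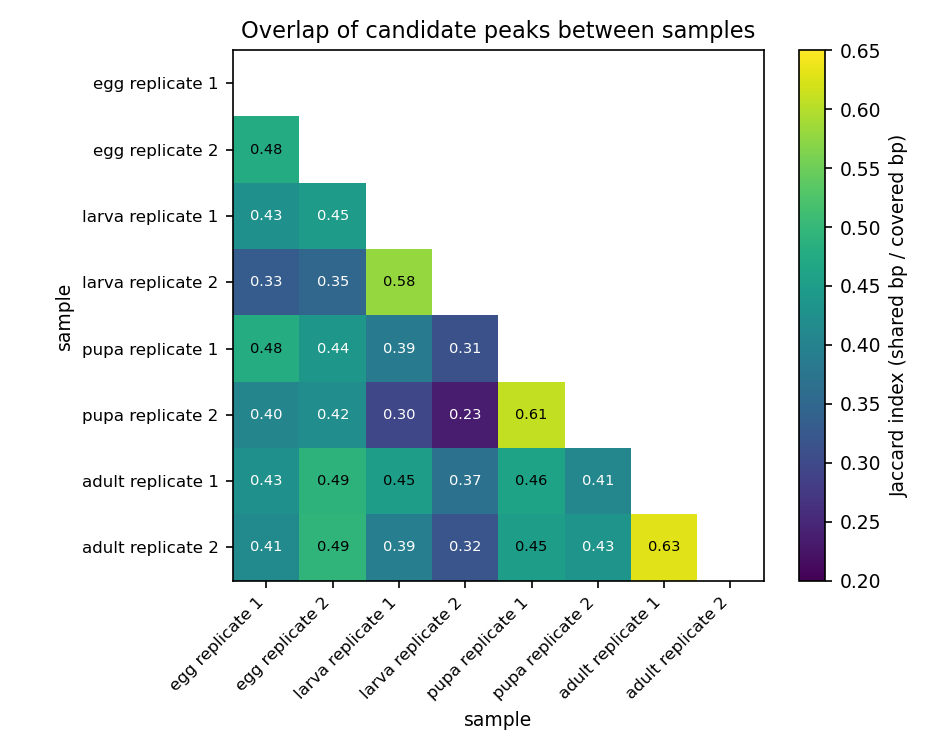
Jaccard index of the candidate peaks for each of the 28 pairs of samples, printed in its cell and shown by colour, with a sample per row and per column. The larval, pupal and adult replicate pairs have the highest values (0.579, 0.609 and 0.630), while the egg pair (0.476) lies below egg replicate 2 with adult replicate 2 (0.494).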

Peaks obtained from each developmental stage were used to identify differential open chromatin sites among the four developmental stages. Only peaks with FDR < 0.05 (based on DEseq2 method) were treated as differential sites, which can be used for further analysis of metamorphosis in bumblebees.

**Fig. 2:**
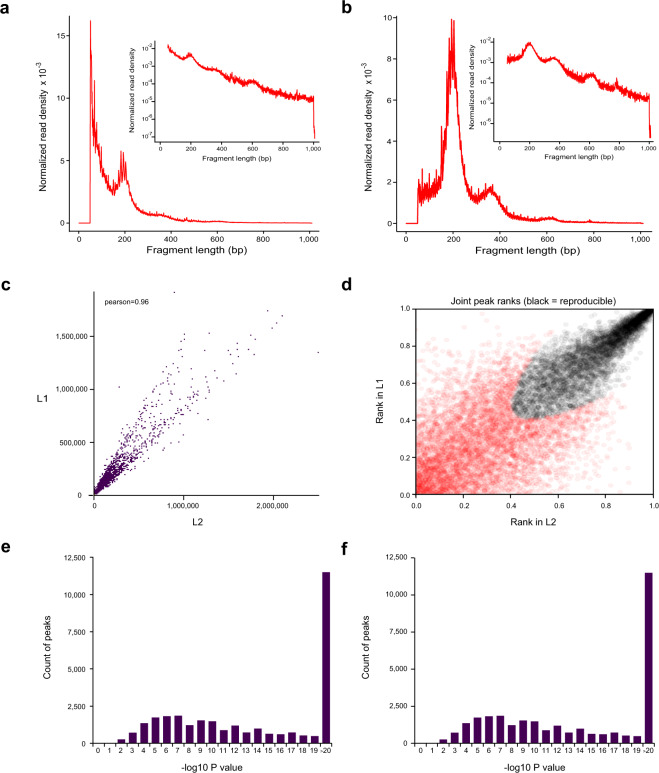
The quality metrics of ATAC-seq data. (**a**,**b**) Fragment size distribution of ATAC-seq reads for developmental stage larva (sample ID: L1 and L2, respectively). (**c**) Pearson correlation of the two biological replicates of stage larva. (**d**) IDR analysis of ATAC-seq peaks obtained from stage larva. The scatter plot shows one point for every peak, with its location representing in rank in each replicate. Peaks that pass the specified IDR threshold are coloured in black. (**e**,**f**) Peak score (-log10 (P value)) distribution for sample L1 (**e**) and L2 (**f**), respectively.

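In the deposited list of larva replicate 1, 6640 of 20678 peaks had −log10 (P value) of 20 or more, and in that of larva replicate 2 the number was 4108 of 15466. Counted as distinct intervals at their best summit, these were 5344 and 3143. In steps of 1 on the −log10 scale, the fullest step below 20 went from 5 to 6 in replicate 1, with 1681 peaks, and from 6 to 7 in replicate 2, with 1474 peaks. Values below 10 were found for 8946 peaks (43.3%) of replicate 1 and 7507 peaks (48.5%) of replicate 2. At the upper end, 923 peaks (4.46%) of replicate 1 and 651 peaks (4.21%) of replicate 2 exceeded 100, and the highest values were 293 and 276. When the intervals of each list were ordered by −log10 (P value), the value at rank 1000 was 87.0 in replicate 1 and 71.2 in replicate 2, and at rank 6000 it was 17.5 and 10.3.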

**Fig. 3:**
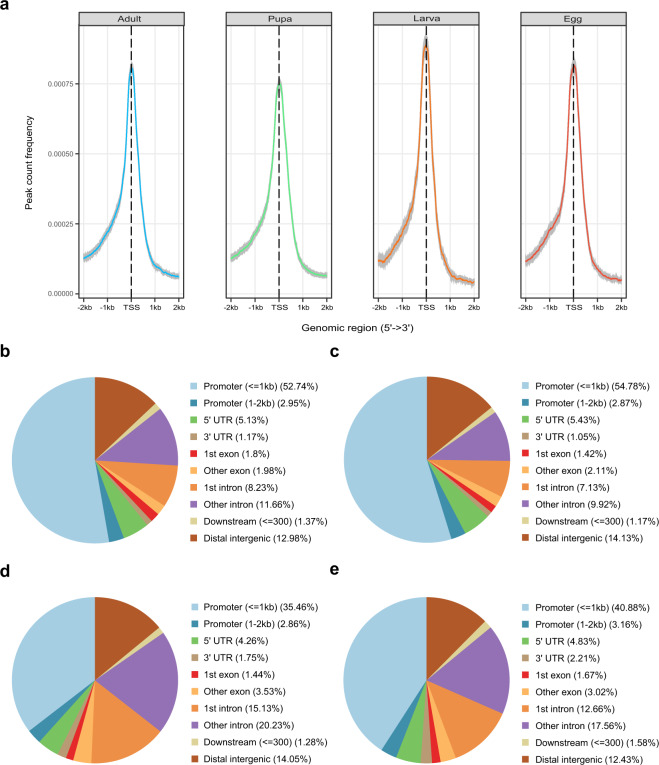
Features of ATAC-seq data in bumblebee. (**a**) The profile of chromatin accessible signals around bumblebee genes for each developmental stage. TSS represents transcription start site. (**b**–**e**) Reproducible peaks from egg, larva, pupa and adult stage, respectively, were annotated and classified based on their relative locations to nearest genes.

Bumblebees in different developmental stages exhibit differential morphological features and behave differently due to the temporal and spatial regulation of gene expression. We used ATAC-seq to perform a genome-wide survey of accessible chromatin regions in bumblebee (*B. terrestris*) by integrating data obtained from its four distinct developmental stages. The identified open chromatin regions will provide resources to uncover candidate regulatory sequences, such as promoters, enhancers and other *cis*-regulatory elements in the bumblebee genome. Also, the identified differential ATAC-seq peaks between developmental stages will be useful to identify genes or pathways involved in insect metamorphosis.

## Data Availability

SOAPnuke: Version: 2.1.2. Parameters: filter -l 5 -q 0.5 -n 0.1 -Q 2 –5 1 -c 50. Bowtie2: Version: 2.2.5. Parameters: -q --phred64 --sensitive --dpad 0 --gbar 99999999 --mp 1,1 --np 1 --score-min L,0, -0.1 -I 1 -X 1000 -p 16 -k 200.deepTools: Version: 3.4.3. Parameters: --corMethod pearson --whatToPlot scatterplot --skipZeros --removeOutliers.MACS2: Version:2.2.5. Parameters: --nomodel --extsize 200 --shift -100 -- format BAM --gsize 2.17e8 -- call-summits.IDR: Version: 2.0.3. Parameters: --input-file-type narrowPeak --rank p.value --plot --log-output-file.

How the deposited data were processed for this re-analysis (not part of the article)

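Accessible chromatin was measured by ATAC-seq in whole animals of *B. terrestris* at 4 developmental stages, egg, larva, pupa and adult, with 2 samples per stage. The labels and the paper's Table 1 name the stage and replicate of each of the 8 samples without conflict. An adult sample was 1 worker, and a sample of an earlier stage was a pool.

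The authors filtered reads with SOAPnuke 2.1.2, aligned them to the Bter_1.0 assembly with Bowtie2 2.2.5 and kept up to 200 alignments per read. They called peaks in each sample with MACS2 2.2.5, without a model, with a shift of -100 bp, an extension of 200 bp, a genome size of 217000000 bp and the option that splits an interval into its summits. This shift and extension centre a window of 200 bp on each cut site, which is a usual setting for ATAC-seq. The paper's stated parameters name no control library, no removal of duplicate or mitochondrial reads and no offset for the transposase's cut. In BAM format MACS2 takes 1 read of each pair, so fragment lengths do not enter the peaks.

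The deposited lists give, for each summit, the fold enrichment over the local background of the same library, −log10 of the p-value and −log10 of the q-value as the authors' peak caller wrote them, and a score that the authors' peak caller derives from the q-value. None of these was normalized between samples. The smallest −log10 (q value) in a list lay between 1.30 and 1.31 in all 8 samples, which corresponds to a q-value threshold of 0.05. An interval with several summits is listed once per summit. Counting distinct intervals gave the numbers of candidate peaks of the paper's Table 1 for all 8 samples.

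Candidate peaks were counted as summits, with distinct intervals as an alternative. The share of peaks with −log10 (P value) above 20 was computed per sample with an exact Clopper-Pearson interval at the 95% level, which covers counting error only. For IDR, peaks of the 2 replicates that overlapped by at least 1 bp were joined, the best −log10 (P value) of each replicate was ranked, and the mixture of a reproducible and an irreproducible component was fitted to the ranks by expectation maximization. The authors used IDR 2.0.3, ranked by p-value. That program was not used here, and its published model was written out from start values of 0.1 for the mean, 1 for the SD, 0.2 for the correlation and 0.5 for the mixture, with ties broken at random. The code was tested on 3 simulated sets of 20000, 10000 and 20000 pairs, drawn from the same mixture that it fits. Such sets check the code, not whether the mixture holds for these peaks. At an IDR of 0.05, 4.67%, 5.25% and 4.41% of the called pairs came from noise, and the largest error of a fitted parameter was 0.026, 0.065 and 0.078. Passing regions were those with a global IDR of at most 0.05.

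The overlap of peak sets was measured by the Jaccard index of covered base pairs over all 28 pairs of samples. The mean within stages was set against the mean between stages with an exact one-sided permutation test over all ways to put 8 samples into 4 pairs. The relation of mapped reads to candidate peaks was tested with exact two-sided permutation tests of Pearson's r and Spearman's rho. Passing regions of the stages were joined where they overlapped by at least 1 bp and counted by the number of stages. The regions given by position follow a rule written before the data were examined. It takes, for each stage, the 2 passing regions without a candidate peak of any other stage that have the highest fold enrichment in the weaker replicate, and the 2 regions with a peak in all 8 samples that have the highest lowest fold enrichment. The rule also named regions at promoters and genes of hormone signalling, which needed an annotation of Bter_1.0 and were not analysed here.

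The peak lists carry no read numbers, so the depth behind a single peak is unknown and the mapped reads are those of the paper. The alternatives covered the counting of summits or intervals, stricter thresholds, the value and pairing of peaks before IDR, other IDR thresholds, the measure of overlap, and leaving out each replicate. Peaks of the placed chromosomes alone, the lowest of the distinct intervals in a joined region, and stage as a block for the relation of mapped reads to candidate peaks, were added as settings after the data were seen. Gene positions of Bter_1.0 and its sequence were not used here, so the position of peaks relative to genes, the signal around transcription start sites and sequence motifs were not analysed. Fragment sizes, the correlation of read coverage and the differential peaks between stages, for which the authors used DESeq2 within DiffBind, need the reads and were not analysed either. Computations were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.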

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

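The comparison of the larval samples with the other samples was chosen after the shares per sample had been seen, and the tests of its explanations were fixed before their results were seen.

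The paper's candidate peaks include those on contigs that Bter_1.0 does not place on a chromosome, but the paper does not discuss them, which is why they are given here. Such contigs held 23.8% ± 6.40 (SD, n = 8) of the distinct intervals of a sample, from 17.1% in pupa replicate 2 to 36.1% in larva replicate 2. Intervals that begin at the first base of their contig made up 6.06% ± 3.78 (SD, n = 8) of the intervals of a sample, from 2.14% in pupa replicate 2 to 13.5% in larva replicate 2.

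After joining the intervals of the 8 samples, 2066 regions began at the first base of an unplaced contig, and 1989 of these contigs (96.3%) held no other region. A peak in all 8 samples was found for 82.8% of these regions (95% Clopper-Pearson interval 81.1% to 84.4%), against 16.1% (15.4% to 16.9%) of the other regions on unplaced contigs and 9.23% (8.99% to 9.48%) of those on placed chromosomes. A candidate explanation is repeated sequence left on short contigs, where reads pile up in every sample alike, and the high share in all 8 samples is consistent with it. The regions at a first base were also wider, with a median of 655.5 bp against 399 bp elsewhere on unplaced contigs, which makes an overlap in all samples easier. Chromatin that is open in every stage would give the same pattern and was not tested. The sequence and length of the contigs were not used here, so repeats could not be looked at directly.

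If reads were counted at several places, exact copies of a sequence could give peaks with the same width, summit position and fold enrichment. Within the samples, 121 pairs of summits on unplaced contigs had the same values, against 129.9 on average after shuffling the fold enrichments among summits of the same width. The samples did not go one way, with 29 pairs against 18.6 after shuffling in egg replicate 2, more than in any of the 20 shuffles, and 4 against 12.7 in adult replicate 2. Near copies that differ in a few bases or in length would escape this test, so it leaves open whether multiple alignments contribute.

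The larval samples had the highest shares on unplaced contigs, 33.6% ± 3.58 (SD, n = 2) against 20.5% ± 1.90 (SD, n = 6) in the other samples. No p-value is given, because the larva was picked out by these shares. Shorter larval lists do not account for all of it, since with the 12331 highest intervals in every sample the lowest larval share was still 4.00 percentage points above the highest share of another sample. Intervals at a first base do not account for all of it either, since without them that gap was 4.61 percentage points. Both may account for a part, as the difference between the means was 13.1 percentage points with all intervals, 7.97 with lists of equal length, 7.59 without the intervals at a first base and 5.76 with both. Lists of equal length end at unlike scores, however. At rank 12000 the −log10 (P value) was 7.30 and 3.74 in the larval samples and 14.1 to 25.3 in the others. Peaks on unplaced contigs scored above 20 more often, so the fall to 7.97 cannot be credited to list length alone. Larger amounts of repeated sequence among the larval reads, and a difference in chromatin of the larva itself, stay open as untested explanations.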

How the results depend on the processing

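The alternatives were fixed before the data were examined, apart from the placed chromosomes alone, the lowest of the distinct intervals and stage as a block for the mapped reads, which were chosen after seeing the data.

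Counting distinct intervals, or peaks with −log10 (q value) above 2, kept the number of candidate peaks within 1.5 times its value in all 4 stages. With −log10 (P value) above 20, the means fell to 12875.5 in the egg, 5374 in the larva, 15578.5 in the pupa and 11925 in the adult, by construction of the stricter threshold. The share of peaks above 20 stayed within 1 SD when distinct intervals were counted or −log10 (q value) was used in place of −log10 (P value), except in the adult, where the latter gave 30.7%. With 2 replicates, leaving one out gives the share of the other and says nothing about stability. With placed chromosomes alone it fell to 29.3% in the egg, 14.9% in the larva, 32.7% in the pupa and 28.4% in the adult, so in every stage a larger share of the peaks on unplaced contigs scored above 20.

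Of the 40 recomputed numbers of reproducible regions, 32 were within 1.5 times the value first given. The lowest −log10 (P value) in a region, in place of the best, gave 4144 in the egg, 7773 in the pupa and 9121 in the adult. Placed chromosomes alone gave 4454 in the egg and 3339 in the larva. A local IDR of 0.05 gave 4710 in the egg and 10326 in the pupa, and a global IDR of 0.01 gave 10335 in the pupa. The mean share passing moved by more than the SD between stages in 4 settings. It was 30.9% over the mean number of candidate peaks, counted as summits, and 31.1% with the lowest −log10 (P value). At an IDR of 0.01 it was 37.0%, and with the local IDR 35.5%. The stricter thresholds and the larger denominator lower these numbers by construction, and for the lowest −log10 (P value) the cause was not tested. For placed chromosomes alone the model was fitted anew, so those regions are not simply a part of the regions first given. The share passing then rose from 51.9% to 53.7% in the larva and fell in the egg, pupa and adult.

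The number of regions by number of stages depends on what counts as present. When any candidate peak of another stage counts, 1535, 2577, 4520 and 11731 regions were found in 1, 2, 3 and 4 stages. With all regions shared by replicates, whether or not they passed, these numbers were 16184, 7036, 5888 and 7904. With 5342 regions per stage, 2929, 1329 and 1538 regions were found in 1, 2 and 3 stages, and 2764 in all 4 stages. Placed chromosomes alone gave 1614 regions in 3 stages and 2598 in 4 stages. An overlap of 50% of the shorter region changed no number by more than 1.5 times.

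The difference in Jaccard index between pairs within and between stages stayed above 0 in every setting run, from 0.126 with lists of equal length to 0.188 as the share of peaks with a reciprocal overlap of 50%, each with an exact one-sided p of 0.00952. Leaving out each sample in turn gave 0.143 to 0.218, and no p-value is given for these. With the replicate number as a block, the difference was 0.172 and the exact one-sided p was 0.0417, the smallest that the 24 pairings of a replicate 1 with a replicate 2 allow. The replicate numbers do not pair the samples across stages, since samples of different stages with the same number had a mean index of 0.407 ± 0.0741 (SD, n = 12 pairs) and those with different numbers 0.396 ± 0.0596 (SD, n = 12 pairs).

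The correlation of mapped reads with candidate peaks changed sign when clean reads were used, to a Pearson's r of -0.445 (exact permutation test, two-sided, p = 0.267). Spearman's rho with clean reads was -0.643 (exact permutation test, two-sided, p = 0.0962). None of these correlations, with mapped or clean reads, was past the threshold. With stage as a block, Pearson's r with mapped reads was 0.135 (exact permutation test over swaps within stages, two-sided, p = 0.750), where no p below 0.125 is possible. The clean reads differ little between samples, and the cause was not tested.

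IDR needs both replicates, so leaving one out gives no number of reproducible regions. The alternatives fixed for the promoter share, the comparison of early with late stages in promoter share, the signal around transcription start sites and sequence motifs were not run, since they need the annotation or sequence of Bter_1.0. The lists start at the authors' threshold and hold no reads, so the absence of a peak in a sample does not show that the region was closed.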

Differences from the paper's values

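For larva replicate 1, 6640 peaks had −log10 (P value) of 20 or more, against the paper's about 11000 in the last bar of Fig. 2e, read by eye. For larva replicate 2, the number was 4108 against the paper's about 11000 in the last bar of Fig. 2f, read by eye. Of the alternatives set before the data were examined, distinct intervals gave 5344 and 3143 and −log10 (q value) gave 6146 and 3675, and none closed either gap.

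The paper states that the majority of peaks score above its threshold. In none of the 8 samples did more than 37.9% of the peaks, or 39.7% of the distinct intervals, exceed 20, and the median −log10 (P value) was at most 14.2.

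The paper's stated IDR parameters name no rule for the value of a region that joins several peaks. The best value, used first here, may therefore differ from the authors' rule. With it, the numbers of reproducible regions were within 1.5 times the paper's in each stage. In a setting chosen after seeing the values, in which a joined region takes the lowest of its distinct intervals in each replicate, they were 5716 for the egg, 4903 for the larva, 13318 for the pupa and 12774 for the adult, near the paper's 5694, 4850, 13126 and 12720, and the mean share passing was 45.1% against the paper's 45%. Distinct intervals gave the paper's number of candidate peaks in all 8 samples, from 12331 in larva replicate 2 to 37502 in pupa replicate 2.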

Other observations

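The tests of the bars in Fig. 2e,f and of a mislabelled egg sample, the comparison of all replicate pairs with pairs of different stages, the test of mapped reads with stage as a block, and the fold enrichments by rank in the larva were chosen after the result was seen. The other tests of this part were fixed before. The larval test was first read from −log10 (P value) alone, by which the explanation failed, and was left open once fold enrichment had been added.

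The bars of Fig. 2e and Fig. 2f, which the legend assigns to larva replicates 1 and 2, have the same heights in both panels (largest difference 0 peaks). The 2 larval lists differ from each other and from these bars, with a mean difference per bar of 635 peaks for the intervals of larva replicate 1 and 880.5 for those of larva replicate 2. The intervals of egg replicate 2 were the closest of the 8 samples, with a mean difference of 63.6 peaks per bar, under the 67.1 peaks that 1 pixel of bar height stands for. The next closest was adult replicate 2, with 277. A candidate explanation is that both panels plot egg replicate 2. An error in the labels of the deposited larval lists is less likely as the source, because their 17073 and 12331 intervals are the numbers of candidate peaks of the larval samples in the paper's Table 1. No biological explanation was tested.

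The 2 egg samples resembled each other less than the replicates of the other stages by overlap and rank correlation, and a smaller share of their shared regions passed IDR. With lists of equal length, 7 of the 24 pairs of samples from different stages had a higher Jaccard index than the egg pair, and none had a higher index than the larval, pupal or adult pair. The egg pair's rank correlation was exceeded by 14 of the 24 pairs, that of the pupal pair by 1, and those of the larval and adult pairs by none. The share of shared regions passing IDR, 34.8% in the egg, was exceeded by 16 of the 24 pairs, that of the larva by 4, that of the pupa by 2 and that of the adult by 1. The number passing, which also depends on the length of the lists, does not single out the egg, since its 7109 were exceeded by 6 of the 24 pairs, which passed 304 to 8889, and the 5342 of the larval pair by 19. By rank correlation and share passing, the egg pair lay near the medians of the pairs of different stages, 0.666 and 36.0%. The rank correlation fits egg samples that differ as much as samples of different stages do. The share passing is a weak guide to resemblance, since larva replicate 2 with adult replicate 2 passed 62.2%, above every replicate pair. The Jaccard index of these 2 samples was 0.319 and their rank correlation 0.619. By overlap the egg samples were closer to each other than most pairs of different stages. Over all intervals 3 of the 24 pairs had a higher Jaccard index, and among intervals with −log10 (P value) above 20 it was 5. A difference in age between the pooled eggs, a difference in library quality, and a wrong label all stay open.

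Egg replicate 2 overlapped adult replicates 1 and 2 (Jaccard index 0.491 and 0.494) more than it overlapped egg replicate 1 (0.476). Were it a mislabelled adult sample, its overlap could be expected to reach that of true replicates. Over all intervals it stayed below the replicate pairs of the larva, pupa and adult (0.579 to 0.630). Among intervals with −log10 (P value) above 20, however, its index with adult replicate 2 was 0.577, above the 0.558 of the pupal pair, and its rank correlation with adult replicate 2 was 0.771, above the 0.766 of the pupal pair. The adult pair itself was higher on both measures, with 0.670 and 0.873, which speaks against an adult sample, but it is a single pair and gives no spread between adult replicates. The data therefore do not decide, and a wrong label and eggs that differ in age cannot be told apart here. By the Jaccard index, egg replicate 1 was closest to pupa replicate 1 over all intervals (0.479) and among intervals with −log10 (P value) above 20 (0.538). With lists of equal length it was closest to larva replicate 1, with 0.535 against 0.533 for pupa replicate 1. The rank correlation was also highest with larva replicate 1, with 0.733 against 0.719.

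No relation of mapped reads to the number of candidate peaks was detected. Pearson's r over the 8 samples was 0.177 (exact permutation test, two-sided, p = 0.709) and Spearman's rho was 0.214 (exact permutation test, two-sided, p = 0.619). Without larva replicate 1 and adult replicate 1, the samples farthest from the median of mapped reads, r was -0.512 (exact permutation test, two-sided, p = 0.306). By rank the reversal was nearly absent, with a rho of -0.0857 (exact permutation test, two-sided, p = 0.919). These tests pool the stages. Within stages, the sample with more mapped reads had more peaks in the egg, pupa and adult and fewer in the larva. With stage as a block, r was 0.135 (exact permutation test over 16 swaps within stages, two-sided, p = 0.750), and the smallest p that these swaps allow is 0.125, so this test could not have passed the threshold. An effect of depth stays open. The r and rho over all samples are 2 measures of a single relation, and the Benjamini-Hochberg adjusted values of both p-values are 0.709.

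Larva replicate 2 had the most mapped reads of the 8 samples, 97600443, and the fewest peaks. If the cause were reads spread over fewer, higher peaks, its best peaks could be expected to score above those of larva replicate 1. Of the 12331 ranks compared, it had the higher −log10 (P value) at 0. Fold enrichment went partly the other way. Larva replicate 2 had the higher value at 1081 of these ranks, with 13.4 against 13.2 at rank 1000 but 4.30 against 4.96 at rank 6000, and its median over the whole, shorter list was 4.28 against 3.97. The scores of the 2 lists are not normalized to each other, so the explanation stays open. A larger background or a lower share of reads in peaks could not be measured without reads, and no biological explanation was tested within a stage.

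Of the 9567 regions that passed IDR in 1 stage, 84.0% (95% Clopper-Pearson interval 83.2% to 84.7%) overlapped a candidate peak of another stage. This share was 95.8% in the egg, 99.7% in the larva, 81.2% in the pupa and 86.5% in the adult. Most regions of 1 stage may therefore reflect the reproducibility threshold of the other stages rather than closed chromatin there. The other 1535 regions, 1060 of them from the pupa and 468 from the adult, had no candidate peak in any other stage. An overlap does not exclude a difference in accessibility, and signal was not compared between stages at either kind of region.

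Regions shared by all samples lay on unplaced contigs more often than others. Unplaced contigs held 16.4% of the 63245 joined candidate peaks, 38.5% of the 7936 with a peak in all 8 samples, and 98 of the 100 with the highest lowest fold enrichment among those. Of the regions that passed IDR, they held 14.8% of those found in 1 stage and 48.0% of those found in 4 stages. The regions of the larva alone were an exception among the single stages, with 88.6% on unplaced contigs, against 14.1% in the egg, 10.4% in the pupa and 15.4% in the adult. Combinations of the larva without the pupa were high too, with 88.2% for egg and larva, 80.9% for larva and adult and 94.2% for all but the pupa. Where the pupa joined the larva, the shares were 20.0% for these alone, 17.1% with the egg and 30.4% with the adult. The share therefore did not follow the number of stages alone. No biological explanation was tested for this.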
